A study of Mus musculus with 34 samples.

How the data were processed

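The series measured gene expression by RNA sequencing in 34 libraries from mouse tissue. Per the labels, all liver libraries came from a liver RNA sample of 1 wild-type C57BL/6J mouse, so the libraries are technical preparations and no comparison has biological replicates. The libraries differed in how ribosomal RNA (rRNA) was kept from dominating the reads. PolyA selection captures RNA by its poly(A) tail. The pull-down method hybridises probes to rRNA and removes them, and the digestion method degrades rRNA bound to DNA probes enzymatically. Per the labels' protocols, RNA was isolated with TRIzol and a column kit, polyA libraries were made with the TruSeq Stranded mRNA kit, pull-down libraries with the TruSeq Stranded Total RNA kit, and digestion libraries with the Illumina Stranded Total RNA Ligation kit with Ribo-Zero Plus, whose adapters were exchanged. Per the same protocols, all libraries carried adapters with unique molecular identifiers (UMIs) and were amplified for 13 PCR cycles. Input was 200 ng of RNA for selected libraries and 20 ng for unselected ones. The labels gave the animal as female in one field and male in another, and this conflict was left open at the grouping stage.

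Groups were taken from the labels: 9 polyA-selected, 9 rRNA pull-down and 9 rRNA digestion liver libraries, each set covering 3 PCR ramp rates (how fast the thermocycler changes temperature) by 3 fragment lengths. Unselected liver libraries numbered 3 in batch 1 and 3 in batch 2, all with a slow ramp and medium fragments, and 1 unselected heart library belonged to batch 1. The batch was read from the library titles. All polyA libraries were in batch 1 and all pull-down and digestion libraries in batch 2, so polyA selection and batch cannot be separated in a comparison with the rRNA methods. Replicate numbers were given by the titles only for the unselected libraries. Those numbers are where the pairing of batch 1 with batch 2 libraries in the replicate block alternative comes from.

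The deposited values were expected counts per gene, 1 column per library, for 51368 Ensembl mouse genes. As deposited, the expected counts had been made by quantifying the reads with Salmon, named in the title of the deposited table, which assigns reads to transcripts without full alignment, and were given per gene. The Salmon version, the transcript set, the genome build, bias correction and any removal of UMI duplicates were not stated. Salmon divides reads that match several transcripts by a statistical model, so counts can move between near-identical genes, and very short or repeated RNAs depend on the transcript set. The expected counts were rounded to whole numbers before any test. No value column of the table was left unused. Gene symbols, gene types and coordinates came from the GENCODE M21 annotation of GRCm38, whose build may not be that of the authors. It matched 50820 of the 51368 identifiers. The other 548 kept their identifiers, and they held at most 0.0626% of the counts of any library.

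Differential expression was computed with edgeR 4.0.16 (R 4.3.3, limma 3.58.1) by the quasi-likelihood F-test, TMM normalisation, the filterByExpr gene filter and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were counted. Method comparisons and the batch comparison used all 33 liver libraries with ramp rate and fragment length as covariates (15422 genes). Ramp and length effects and their interactions with the method used the 27 selected libraries with the other factors as covariates (14454 genes). The effects within 1 method used its 9 libraries. A standard error of a log2 fold change was approximated as its size divided by the square root of the F statistic, and values per group were CPM of the TMM-scaled library totals (normalised CPM). A fold against a group whose libraries were all at or under 3 counts was computed against that floor and is given as a lower bound. DESeq2 1.42.0 served as an alternative.

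Per-library measures were the number of genes with at least 10 counts after random thinning of every library to the smallest total (1.13 M counts, seed 11), the percent of counts in the 100 highest genes, and the percent of counts in 4 gene sets. The sets were 37 mitochondrially encoded genes, 70 replication-dependent histone genes, 152 genes of small structured RNAs (Rn7sk, Rn7s, Rmrp, Rpph1, Terc, snoRNA, scaRNA and U RNA genes) and 149 nuclear rRNA genes, all chosen by symbol. Methods, ramp rates and lengths were compared over 9 matched pairs by a two-sided exact sign-flip test, whose smallest possible p is 0.00391. Each method was compared with the 3 unselected libraries of its batch by a two-sided exact permutation of labels, whose smallest possible p is 0.00455. All 48 tests of these measures were adjusted together. Similarity to unselected libraries was the Spearman rho across 15422 genes between a library and the mean log2 CPM of the unselected libraries of its batch, with 5 exact sign-flip tests adjusted together. Rank correlations of the length effect with transcript length and of the ramp effect with GC content were computed in each of 9 pairs across 14407 genes with a transcript in the annotation, taking 1 rho per pair. The heart library had no replicate, so genes that differed at least 2-fold in CPM (prior count 2) were counted without a test. The gene filter of that count, over all 34 libraries, was set after its first values were seen.

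The genes named were chosen by a rule written before the data were examined: per method comparison, the 3 largest log2 fold changes in each direction among genes with an adjusted p under 0.05, a mean of at least 10 normalised CPM in 1 group and no overlap between the groups' libraries. For ramp, length and batch the rule took 3 genes in each direction with a mean of at least 10 normalised CPM and the same direction in every matched pair, or no overlap for batch. Xist, Ddx3y, Eif2s3y, Kdm5d, Uty, Malat1, Rmrp, Rpph1 and Rn7sk were listed in advance. The symbol Rmrp belongs to 2 overlapping genes of the annotation, which are kept apart by identifier. Any other name was chosen after its values were seen.

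Library totals ran from 1.13 to 41.4 M counts (M, 1e+06). The smallest total belonged to the pull-down library with a slow ramp and long fragments, and the other liver libraries had at least 19.9 M. The smallest share that 3 counts can show was between 7.25e-06% and 0.000266%. Shares of single libraries are given with 95% Wilson intervals (scipy 1.17.1). Intervals and floors cover counting error only, since the counts were not stated to be free of PCR duplicates.

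The tests were checked on simulated counts drawn from the libraries' own means and totals with 200 genes changed. Between 75% and 96.5% of these genes were recovered over 7 designs, and between 2.98% and 7.66% of the calls were false. Each simulation used a single mean profile over all its libraries, a fixed dispersion and as many genes raised as lowered. Simulated groups thus differed only in the changed genes and not in rRNA share. The rates therefore do not cover the larger shifts between the real selection methods and unselected libraries. A simulated trend with transcript length over 5000 genes was returned with a rho of 0.888 when rising and -0.884 when falling. Libraries of the same unselected batch differed by more than sampling noise, with a chi-square per degree of freedom of 1.24 to 1.98 over the 6 pairs, so each was counted as a separate library. Alternatives were other scalings (RLE, library totals), gene filters, a 2-fold requirement, thinned counts, DESeq2, fits of only the groups compared, the replicate block, leaving out each replicate, other minima and denominators for the measures, and exclusion of mitochondrially encoded genes. Exclusion of the low-depth pull-down library and exclusion of rRNA genes with Lars2 were added after the data were seen, as was a set of nuclear rRNA genes by annotation type. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and blastn 2.17.0. The reads and their duplicate rates were not analysed here.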

Results

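The series compared ways of preparing RNA-seq libraries from the same liver RNA, to measure what the way rRNA is removed, the ramp rate of the PCR and the length of the fragments do to the data. Gene-level estimated counts were available for 9 polyA-selected, 9 rRNA pull-down and 9 rRNA digestion liver libraries, 6 unselected liver libraries from 2 batches and 1 unselected heart library. Each selection method was represented once at every combination of 3 ramp rates and 3 fragment lengths. Unselected libraries, which received no removal of rRNA, served as the reference for the selection methods. They were made from 20 ng of RNA against 200 ng for selected libraries, so comparisons with them include any input difference. Each method had its own library kit, so comparisons between methods include any kit difference. Total counts (M, 1e+06 counts) were 19.9 to 21.7 M in the unselected liver libraries, 23.5 to 41.4 M in the polyA libraries and 20.0 to 30.2 M in the digestion libraries. Of the pull-down libraries, 8 had 23.4 to 39.2 M counts, and the library with a slow ramp and long fragments had 1.13 M.

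The first question was how many genes each preparation could detect at equal depth. With all libraries thinned to 1.13 M counts, the unselected libraries had 2564 ± 17.8 genes with at least 10 counts in batch 1 and 2657 ± 46.8 in batch 2 (SD, n = 3 each). PolyA selection gave 7953 ± 58.5 genes, pull-down 7369 ± 161 and digestion 8417 ± 36.8 (SD, n = 9 each). Every selected library exceeded every unselected library of its batch, by means of 5389, 4713 and 5760 genes (exact permutation test, p = 0.00455, adjusted p = 0.00779 for each, the smallest p that 9 against 3 libraries allow). Digestion detected 1048 more genes than pull-down in 9 of 9 matched pairs, and polyA selection detected 584 more than pull-down in 9 of 9 pairs and fewer than digestion in 9 of 9 pairs (mean difference -463; exact sign-flip test, p = 0.00391, adjusted p = 0.00779 for each, the smallest possible). PolyA and rRNA libraries came from different batches, and batch was measured on unselected libraries alone, so the comparisons of polyA selection with either rRNA method include any batch difference. The lead of polyA selection over pull-down depended on the settings. With a minimum of 1 count it reversed to a mean difference of -86.8 (adjusted p 0.0410, exact sign-flip test over 9 pairs). It moved most when the low-depth pull-down library was left out, an alternative added after the data were seen in which the others were thinned to a larger total, and was then -140.4 (adjusted p 0.0117, exact sign-flip test over 8 pairs). Fast against slow ramp changed the number by -15.0 genes (higher in 5 of 9 pairs, exact p = 0.754, adjusted p = 0.770). Long against short fragments changed it by -110 (lower in 6 of 9 pairs, exact p = 0.121, adjusted p = 0.166), with means of -52.0 in polyA, -330.0 in pull-down and 51.3 in digestion libraries (3 pairs each). With the low-depth library left out, both passed the threshold, at -39.4 genes for ramp rate and -100.6 for length (adjusted p 0.0227 and 0.0117, exact sign-flip tests over 8 pairs). At that larger thinned total, pull-down exceeded the unselected libraries by 2694 genes (adjusted p 0.0112, exact permutation test).

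**Figure D1:**
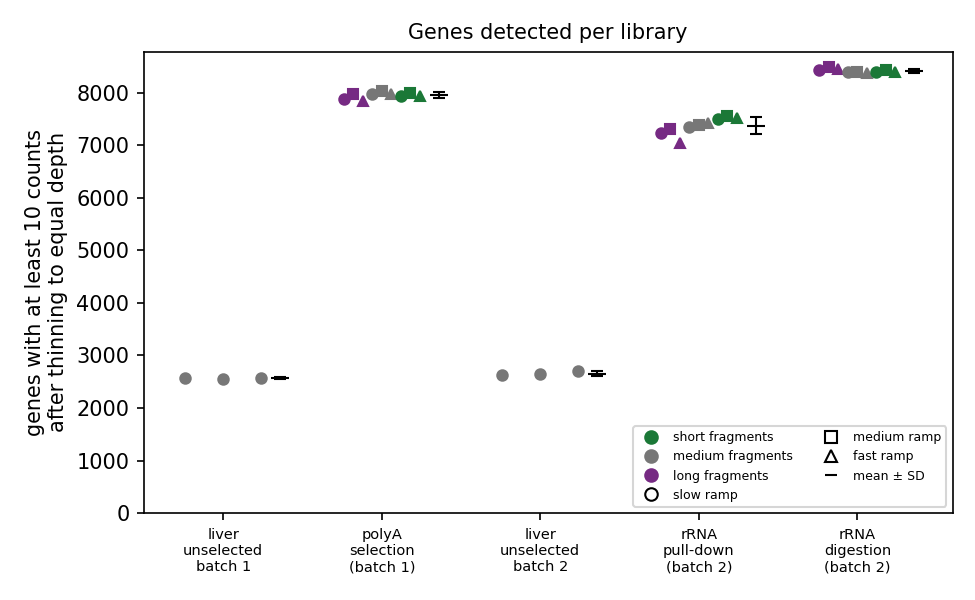
Genes with at least 10 counts after thinning to 1.13 M counts (y axis, genes) in each liver library, with colour for fragment length, symbol for ramp rate and bars for the mean ± SD of the group. The unselected libraries lie near 2564 and 2657 genes, the pull-down libraries between 7041 and 7553, the polyA libraries between 7847 and 8039 and the digestion libraries between 8382 and 8487.

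How evenly the counts were spread over genes was measured as the share held by the 100 highest genes. It was 91.8% ± 0.0599 in the unselected libraries of batch 1 and 91.5% ± 0.0878 in those of batch 2 (SD, n = 3 each), where the rRNA gene CT010467.1 alone held 72.9% ± 0.519 and 70.6% ± 0.615. The share was 43.6% ± 0.731 after polyA selection, 57.9% ± 2.38 after pull-down and 40.2% ± 0.326 after digestion (SD, n = 9 each). These were lower than unselected by -48.2, -33.6 and -51.2 percentage points (lower in 9 of 9 libraries each; exact permutation p = 0.00455, adjusted p = 0.00779). With rRNA genes and Lars2 left out, an alternative added after the data were seen, the differences were -0.0106 points for polyA selection (adjusted p 0.973), 4.58 for pull-down and -3.47 for digestion (adjusted p 0.00808 each, exact permutation tests of 9 against 3 libraries). The pull-down share was higher than that of digestion and polyA selection in 9 of 9 pairs (digestion minus pull-down -17.7 points, polyA minus pull-down -14.2 points, exact p = 0.00391, adjusted p = 0.00779). With rRNA genes and Lars2 left out, these 2 differences kept their direction but were smaller, at -8.05 and -4.54 points. PolyA selection exceeded digestion by 3.43 points in 9 of 9 pairs with the same exact p, but with the 10 highest genes in place of 100 the difference was -0.819 points. Long fragments raised the share by 2.20 points in 8 of 9 pairs (exact p = 0.00781, adjusted p = 0.0121), by 1.19 points in polyA, 5.27 in pull-down and 0.143 in digestion libraries. Without mitochondrially encoded genes that difference was 1.22 points with an adjusted p of 0.345 (exact sign-flip test over 9 pairs). Ramp rate moved the share by 0.00855 points (exact p = 0.973, adjusted p = 0.973, higher in 4 of 9 pairs).

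The mitochondrially encoded genes (37 genes of chromosome M) held 5.37% ± 0.239 and 6.42% ± 0.554 of the counts in unselected batches 1 and 2 (SD, n = 3 each). They held 3.73% ± 0.928 after polyA selection, 19.5% ± 4.77 after pull-down and 3.87% ± 0.229 after digestion (SD, n = 9 each). Against unselected, the pull-down share was 13.1 points higher in 9 of 9 libraries, while polyA and digestion shares changed by -1.64 and -2.55 points, each lower in 9 of 9 (exact permutation p = 0.00455, adjusted p = 0.00779). Pull-down exceeded digestion and polyA selection in 9 of 9 pairs (differences of -15.6 and -15.8 points relative to pull-down, exact p = 0.00391, adjusted p = 0.00779). The differences of pull-down from digestion and polyA selection rested on the mitochondrial rRNA genes mt-Rnr1 (chromosome M, 70 to 1024) and mt-Rnr2 (chromosome M, 1094 to 2675), which together held 17.4% ± 4.33 of the counts in pull-down and 0.185% ± 0.0411 in digestion libraries (SD, n = 9 each). Without these 2 genes, the digestion and polyA shares were above pull-down by 1.63 and 1.61 points, and above unselected by 2.90 and 2.99 points, all with an adjusted p of 0.00779 (exact tests on 9 pairs, or 9 against 3 libraries). The rise of pull-down over unselected then kept its direction, at 1.54 to 2.72% against 0.721 to 0.841% in unselected batch 2. The nuclear rRNA gene CT010467.1 held 70.0 to 71.2% of the counts in unselected batch 2. Shares compared with unselected therefore also reflect its removal from the total, and the pull-down rise is no measure of enrichment. With all rRNA genes and Lars2 left out, pull-down was 2.65 points below unselected (adjusted p 0.00779), digestion 1.5 points below (adjusted p 0.00779) and polyA selection 0.953 points below (adjusted p 0.212, exact permutation tests of 9 against 3 libraries). PolyA selection and digestion did not differ in the share over all 37 genes (-0.132 points, lower in 6 of 9 pairs, exact p = 0.617, adjusted p = 0.682). Long fragments had a share 2.28 points higher in 8 of 9 pairs, which did not pass the test (exact p = 0.215, adjusted p = 0.276). The mean was 1.98 points in polyA, 4.42 in pull-down and 0.446 in digestion libraries. Without mt-Rnr1 and mt-Rnr2 the length difference was 0.995 points with an adjusted p of 0.0117 (exact sign-flip test over 9 pairs). Ramp rate gave 1.56 points (higher in 4 of 9 pairs, exact p = 0.688, adjusted p = 0.733).

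Small structured RNAs such as Rn7sk and the snoRNAs lack a poly(A) tail, and their 152 genes held 0.755% ± 0.0150 and 0.683% ± 0.0521 of the counts in the unselected batches (SD, n = 3 each). PolyA libraries had 0.00247% ± 0.000757, pull-down libraries 8.37% ± 1.34 and digestion libraries 3.81% ± 0.281 (SD, n = 9 each). All 3 methods differed from unselected in 9 of 9 libraries, by -0.752, 7.68 and 3.13 points (exact permutation p = 0.00455, adjusted p = 0.00779). Digestion was below pull-down by -4.56 points and polyA selection below both, by -8.36 and -3.81 points, in 9 of 9 pairs (exact p = 0.00391, adjusted p = 0.00779). The 70 replication-dependent histone genes held 0.00450% ± 0.000283 and 0.00447% ± 0.000192 in the unselected batches, 0.0120% ± 0.00149 after polyA selection, 0.0314% ± 0.0138 after pull-down and 0.0392% ± 0.00266 after digestion (SD, n = 3 or 9). The gains of 0.00753, 0.0269 and 0.0347 points over unselected held in 9 of 9 libraries each (exact permutation p = 0.00455, adjusted p = 0.00779). Those of polyA selection and pull-down depended on the denominator. With rRNA genes and Lars2 taken out of it, the histone differences were -0.0191 points after polyA selection and 0.00934 after pull-down (adjusted p 0.00808 and 0.480), while the gain after digestion kept its direction and passed, and the small RNA difference after digestion was -0.718 points (adjusted p 0.0141, exact permutation tests of 9 against 3 libraries). PolyA selection was lower than pull-down and digestion in 9 of 9 pairs (-0.0194 and -0.0272 points, exact p = 0.00391, adjusted p = 0.00779). Digestion and pull-down differed by 0.00780 points, higher in 8 of 9 pairs (exact p = 0.109, adjusted p = 0.154). For neither set did ramp rate or length pass the test, with adjusted p between 0.142 and 0.734 (exact sign-flip tests over 9 pairs) and mean differences of -0.127 and 0.642 points for small RNAs and -0.00591 and 0.00393 points for histones.

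**Figure D2:**
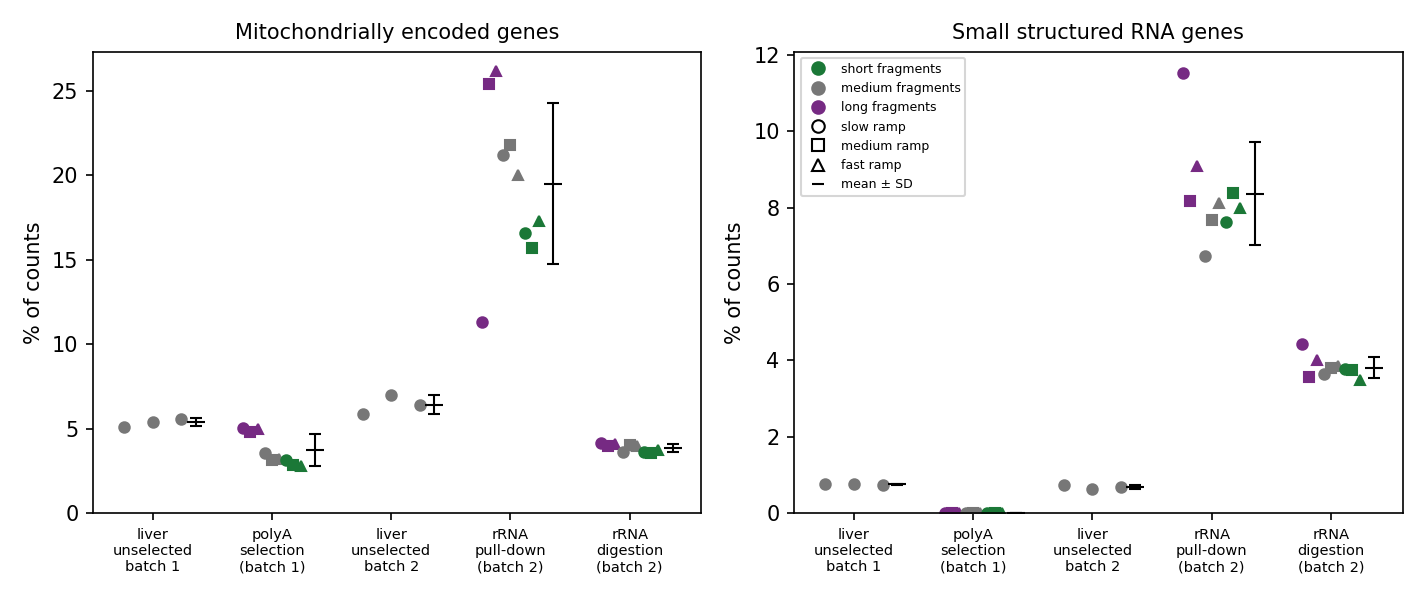
Percent of counts (y axes) in mitochondrially encoded genes (left) and in small structured RNA genes (right) for each liver library, with colour for fragment length, symbol for ramp rate and bars for the mean ± SD. The pull-down means of 19.5% and 8.37% are the highest in the panels, and the pull-down library with 1.13 M counts (slow ramp, long fragments) has the highest small RNA share, 11.5%.

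Nuclear rRNA genes chosen by symbol (149 genes) received 0 to 6 counts per library, which is near the floor of 3 counts, so their shares were not informative about rRNA removal. The digestion share exceeded those of pull-down and polyA selection (digestion minus pull-down 1.01e-05, polyA minus digestion -9.57e-06 points, each in 8 of 9 pairs, exact p = 0.00781, adjusted p = 0.0121), a difference of a few counts. Against unselected libraries the differences of -3.02e-06 for polyA selection, -5.35e-06 for pull-down and 4.75e-06 points for digestion did not pass the adjustment (exact permutation adjusted p = 0.206, 0.0682 and 0.369 for 9 against 3 libraries). The genes that the annotation types as rRNA, in contrast, held 72.9% ± 0.519 and 70.6% ± 0.615 of unselected counts, nearly all of it CT010467.1 (chromosome 17, 39846353 to 39848827, minus strand). They held 0.209% ± 0.0366 after polyA selection, 1.43% ± 4.23 after pull-down and 0.345% ± 0.204 after digestion (SD, n = 9 each). The pull-down mean rested on the low-depth library, with 12.7% (95% Wilson interval 12.7 to 12.8%), while the other 8 lay between 0.00866% and 0.0216%. This set was chosen after the data were seen.

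The next question was how close each selected library's profile stayed to the unselected libraries of its batch. The Spearman rho across genes, which are not independent replicates, was 0.948 ± 0.00407 for polyA selection, 0.964 ± 0.0126 for pull-down and 0.979 ± 0.00152 for digestion (SD, n = 9 each). For comparison, each unselected library had a rho of 0.983 to 0.985 with the mean of the others in its batch. Digestion was closer than pull-down by 0.0141 in 9 of 9 pairs (exact p = 0.00391, adjusted p = 0.00977). PolyA selection was less close than pull-down (-0.0164, lower in 8 of 9 pairs, exact p = 0.0156, adjusted p = 0.0260) and than digestion (-0.0306, lower in 9 of 9 pairs, exact p = 0.00391, adjusted p = 0.00977). With Pearson's r the difference of polyA selection from pull-down was -0.0209 with an adjusted p of 0.0716 (exact sign-flip test over 9 pairs). Ramp rate (0.00344, higher in 5 of 9 pairs, exact p = 0.551, adjusted p = 0.688) and fragment length (-0.000459, higher in 6 of 9 pairs, exact p = 0.965, adjusted p = 0.965) showed no difference over all methods. Within methods, long against short fragments gave 0.00893 in polyA, -0.0137 in pull-down and 0.00341 in digestion libraries (3 pairs each).

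**Figure D3:**
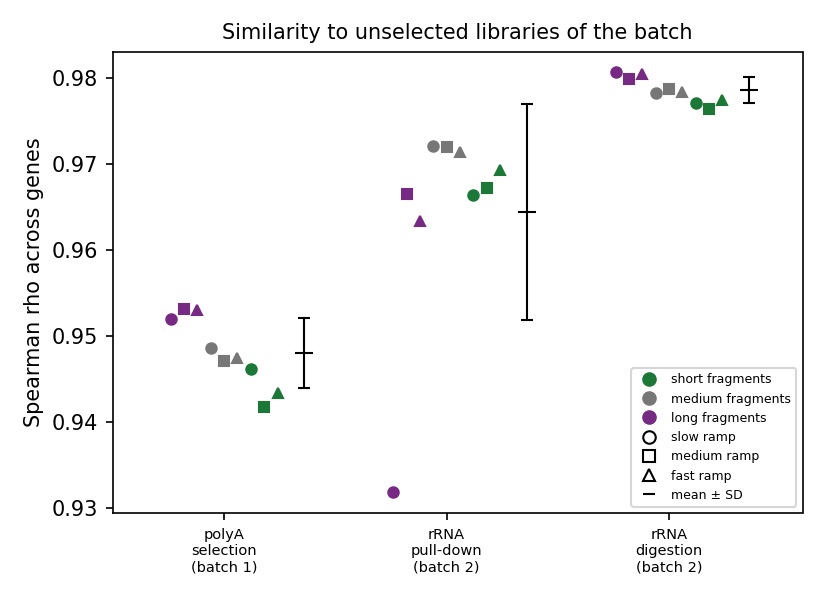
Spearman rho across 15422 genes between each selected library and the mean of the unselected libraries of its batch (y axis, starting above 0), with colour for fragment length, symbol for ramp rate and bars for the mean ± SD. Means are 0.948 for polyA selection, 0.964 for pull-down and 0.979 for digestion, and the low-depth pull-down library lies lowest at 0.932.

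Which genes differed after each method was then tested gene by gene against the unselected libraries of the same batch, which also differed in input. Of 15422 genes tested with edgeR's quasi-likelihood method and Benjamini-Hochberg adjustment, 8180 differed after polyA selection (4146 higher, 4034 lower), 5494 after pull-down (2964 higher, 2530 lower) and 2644 after digestion (1312 higher, 1332 lower). Library totals in place of TMM moved the split into higher and lower genes most. Then 14641, 14699 and 15151 genes differed, of which 14281, 14657 and 15109 were higher, and the median log2 fold changes of all genes were 2.67, 2.31 and 2.85, against 0.04, 0.06 and 0.04 with TMM. The directions below are therefore relative to the TMM scale. Requiring a change of at least 2-fold left 2152, 838 and 395 genes, and thinning to the smallest total left 1748, 1092 and 251.

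The genes named by the rule for these comparisons included many pseudogenes, whose reads can be shared with near-identical genes and whose estimated counts are uncertain. Coordinates are those of GENCODE M21 on GRCm38. After polyA selection the falls named, by edgeR log2 fold change, were in Gm28635 (ENSMUSG00000101645, chromosome 2, 84601439 to 84678041, minus strand, protein coding), at 0 in 9 of 9 libraries against 48.9 ± 8.37 normalised CPM (SD, n = 3), at least 728-fold lower, in the pseudogene Gm12895 (ENSMUSG00000083365, chromosome 4, 122455210 to 122455435), at least 314-fold lower, and in the gene of the small RNA Rn7sk (ENSMUSG00000065037, chromosome 9, 78175303 to 78175633, minus strand), which fell from 4191 ± 67.4 (SD, n = 3) to 1.05 ± 0.395 normalised CPM (SD, n = 9; log2 fold change -12.10, SE 0.19, edgeR adjusted p 3.89e-29). With 0 counts in a group the log2 fold change has no fixed size, so these 3 are not ranked. The rises named were in the pseudogenes Rpl27-ps3 (ENSMUSG00000073640, chromosome 18, 6332632 to 6333042), Eif4a-ps4 (ENSMUSG00000101188, chromosome 1, 60703932 to 60705149) and Gm13835 (ENSMUSG00000086922, chromosome 6, 31141979 to 31142663). All 3 had 0 counts in the unselected libraries and 35.4 ± 19.7, 45.7 ± 5.64 and 13.4 ± 5.84 normalised CPM after selection (SD, n = 9), which is at least 56.9-, 73.4- and 21.6-fold higher.

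After pull-down, Gm29216 (ENSMUSG00000101249, an unprocessed pseudogene, chromosome 1, 24615706 to 24616197, minus strand) rose from 0 counts to 585 ± 360 normalised CPM (SD, n = 9), at least 957-fold. Eif4a-ps4 and the unplaced identifier ENSMUSG00000111527 rose at least 73.6- and 49.2-fold from 0 counts. Gm12895 fell at least 59.9-fold. Gm28635 had 0.163 ± 0.490 normalised CPM (SD, n = 9) against 45.9 ± 14.1 (SD, n = 3), with 0 counts in 8 of 9 libraries. The protein-coding gene Rdh16f1 (ENSMUSG00000099009, chromosome 10, 127759787 to 127792694, plus strand) fell from 28.9 ± 0.916 (SD, n = 3) to 0.0302 ± 0.0905 (SD, n = 9; log2 fold change -10.12, SE 0.94, edgeR adjusted p 2.82e-11). After digestion, Gm29216 and its neighbour Gm10222 (ENSMUSG00000067736, chromosome 1, 24612407 to 24612700) rose at least 851- and 158-fold from 0 counts, and Rps6-ps4 (ENSMUSG00000081406, chromosome 2, 75191073 to 75191822) at least 74.7-fold. Gm28635, Rpl10-ps3 (ENSMUSG00000058443, chromosome 9, 50344201 to 50344968) and Rpl15-ps3 (ENSMUSG00000061167, chromosome 9, 22185607 to 22186221) had 0 counts in 9 of 9 digestion libraries and fell at least 652-, 2510- and 308-fold. Rps6-ps4 lost its edgeR adjusted p (0.0185) when any unselected library was left out.

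The methods were then compared with each other. Digestion and pull-down, prepared in 1 batch, differed in 10795 of 15422 genes (5319 higher after digestion, 5476 lower), polyA selection and pull-down in 11027 (5512 higher, 5515 lower) and polyA selection and digestion in 12355 (5867 higher, 6488 lower), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The last 2 comparisons include the batch difference, and all 3 include any difference between the library kits. Measured as a difference of each method's change from the unselected libraries of its own batch, they gave 5045 and 7114 genes. On counts thinned to the smallest library the 3 comparisons gave 4575, 3867 and 5880 genes of 9346 tested, so the counts depended on depth. The largest differences with a count in both groups were in mt-Rnr2 (ENSMUSG00000064339), at 280 ± 77 normalised CPM after digestion and 128784 ± 37956 after pull-down (SD, n = 9 each; log2 fold change -8.85, SE 0.23, adjusted p 3.03e-24), and in the haemoglobin gene Hba-a1 (ENSMUSG00000069919, chromosome 11, 32283511 to 32284465, plus strand), at 0.3 ± 0.187 against 70.9 ± 27 (log2 fold change -7.79, SE 0.25, adjusted p 4.33e-22). The protein-coding gene Adnp (ENSMUSG00000051149, chromosome 2, 168180986 to 168207112, minus strand) was higher after digestion, at 37.0 ± 3.81 against 0.724 ± 0.653 (log2 fold change 5.52, SE 0.30, adjusted p 1.20e-16). Gm10222 and Gm28037 (ENSMUSG00000098371, chromosome 16, 55966343 to 55980721) were at least 283- and 29.6-fold higher after digestion, and the pseudogene Gm15387 (ENSMUSG00000082585, chromosome 15, 74093686 to 74094333) was at least 236-fold lower.

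Between polyA selection and pull-down, the pseudogenes Gm5641 (ENSMUSG00000069014, chromosome 3, 54481438 to 54482925) and Tpt1-ps3 (ENSMUSG00000084319, chromosome 6, 99877816 to 99878334) and the protein-coding gene Mospd3 (ENSMUSG00000037221, chromosome 5, 137596645 to 137601058, minus strand) were higher after polyA selection. Mospd3 had 19.4 ± 2.80 against 2.15 ± 3.36 normalised CPM (SD, n = 9 each; log2 fold change 4.14, SE 0.19, edgeR adjusted p 3.02e-18). Rn7sk (1.05 ± 0.395 against 8112 ± 3419), Rpph1 (ENSMUSG00000092837, chromosome 14, 50807449 to 50807767; 0.228 ± 0.103 against 1443 ± 867) and Scarna10 (ENSMUSG00000089617, chromosome 6, 125186359 to 125186683; at least 560-fold lower) were lower (normalised CPM, SD, n = 9 each). Rpph1 and Rn7sk were also among the falls named for polyA selection relative to digestion (log2 fold changes -12.00 and -11.53), together with Gm10222, which was at least 1436-fold lower. Gm5537 (ENSMUSG00000069008, chromosome 3, 58102996 to 58104247), Gm13835 and Gm15387, all pseudogenes, were at least 244-, 191- and 201-fold higher.

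Genes listed in advance were read in the comparisons with unselected libraries and between the rRNA methods. Xist did not pass the gene filter. The other 8 symbols, which are 9 genes because Rmrp has 2 identifiers, were tested. By edgeR adjusted p over all genes tested, 7 of the 9 differed after polyA selection, 3 after pull-down, 2 after digestion and 7 between digestion and pull-down, and with adjustment over the list alone the numbers were 8, 3, 2 and 7. PolyA selection lowered the long noncoding RNA gene Malat1 (ENSMUSG00000092341, chromosome 19, 5795690 to 5802672, minus strand) from 3536 ± 39.4 (SD, n = 3) to 110 ± 33.1 normalised CPM (SD, n = 9; log2 fold change -5.07, adjusted p 3.48e-26). Rpph1 and the Rmrp genes ENSMUSG00000088088 (chromosome 4, 43492788 to 43493058) and ENSMUSG00000115420 (chromosome 4, 43492783 to 43493063) had log2 fold changes of -11.75, -11.36 and -10.98. These 2 Rmrp genes overlap and share reads, so how counts were divided between them is uncertain. Malat1 changed by -0.99 after pull-down (adjusted p 6.92e-09) and -0.33 after digestion (adjusted p 0.0329). The digestion call did not pass in any of the 3 fits that each left out 1 unselected library (edgeR adjusted p 0.0610 to 0.130). Rmrp ENSMUSG00000115420 changed by -1.49 after digestion (edgeR adjusted p 0.0123), from 91.1 ± 18.9 (SD, n = 3) to 39.2 ± 16.6 normalised CPM (SD, n = 9), and did not pass with DESeq2 (adjusted p 0.115) or in 1 of those 3 fits. Rn7sk rose by 0.98 and Rpph1 by 1.12 after pull-down (adjusted p 2.00e-05 and 0.00240). Of the Y-linked genes Kdm5d (chromosome Y, 897788 to 956786), Uty (chromosome Y, 1096861 to 1245759), Ddx3y (chromosome Y, 1260771 to 1286629) and Eif2s3y (chromosome Y, 1010543 to 1028847), Uty fell after polyA selection from 19.3 ± 0.848 (SD, n = 3) to 5.48 ± 2.04 normalised CPM (SD, n = 9; log2 fold change -1.90, edgeR adjusted p 2.67e-08) and Kdm5d by a log2 fold change of -0.27 (adjusted p 0.0225). The Kdm5d call did not pass in 2 of the 3 fits that each left out 1 unselected library. With library totals in place of TMM, the log2 fold changes of Uty and Kdm5d were 0.75 and 2.38, still under the median of all genes, which was 2.67.

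Whether the 2 preparation batches differed without selection was tested on the 3 unselected libraries of each. Of 15422 genes, 5 had an adjusted p under 0.05 by edgeR's quasi-likelihood test and 1426 an unadjusted p under 0.05. Armc8 (ENSMUSG00000032468, chromosome 9, 99478372 to 99568899; 13.9 ± 1.67 against 8.80 ± 1.30 normalised CPM) and Polr3c (ENSMUSG00000028099, chromosome 3, 96711490 to 96727628; 13.5 ± 1.37 against 9.28 ± 1.44) were higher in batch 2 (SD, n = 3 each). Rab3ip (ENSMUSG00000064181, chromosome 10, 116905784 to 116950769; log2 fold change -0.59), Ube2v1 (ENSMUSG00000078923, chromosome 2, 167607638 to 167632095; -0.47) and Mfn2 (ENSMUSG00000029020, chromosome 4, 147873599 to 147904704; -0.28) were lower in batch 2, with adjusted p between 0.0158 and 0.0483. With the replicate number as a block the count was 96, of which 4 were among the 5. Same-numbered libraries did not deviate together: the mean correlation of their deviations across 13213 genes was -0.0295. The value of 0.0147 for different numbers is no separate reference, since deviations from a batch mean sum to 0, which ties the values together. Fitted on the 6 unselected libraries alone without the block, the count was 40, of which 1 was among the 5, and DESeq2 gave 18, of which 1 was. In fits that each left out 1 library, 0 to 3 of the 5 passed. Armc8, Polr3c and Rab3ip were lost in 4 of 6 of these fits and Mfn2 in 5, so these were not stable. Ube2v1 was lost in 1 of the 6. With a mean count of at least 50, 21 genes passed, with all 5 among them. With genes of any count, or on thinned counts, 0 passed.

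The effect of PCR ramp rate was tested over the 27 selected libraries. Fast against slow ramp changed 1 of 14454 genes, with 553 at an unadjusted p under 0.05. It was ENSMUSG00000118642, an identifier without a symbol or position in the annotation, chosen after its values were seen, at 1.72 ± 2.87 normalised CPM with a fast and 5.92 ± 8.73 with a slow ramp (SD, n = 9 each; log2 fold change -1.65, SE 0.26, edgeR adjusted p 0.00785). Its counts were 0 in 5 fast-ramp and 4 slow-ramp libraries. Medium against slow ramp changed 0 genes (640 unadjusted). With DESeq2, 5 genes passed for fast against slow ramp, and the gene above was not one of them. Within methods, fast against slow ramp changed 62 genes in polyA libraries (27 higher, 35 lower), 0 in pull-down libraries (239 unadjusted) and 60 in digestion libraries (11 higher, 49 lower), from 3 libraries per ramp rate. Leaving out 1 library gave from 0 to 512 genes in polyA, 0 to 19 in pull-down and 44 to 63 in digestion libraries, so the polyA count was not stable. The test of a difference in ramp effect between methods gave 0 genes (231 unadjusted).

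Fragment length had a larger effect than ramp rate. Long against short fragments changed 6049 of 14454 genes (3426 higher, 2623 lower), of which 233 passed with at least a 2-fold change. Medium against short fragments changed 35 (6 higher, 29 lower), with 1250 at an unadjusted p under 0.05, by edgeR's quasi-likelihood test. With library totals in place of TMM the first count was 6270, of which 2031 were higher and 4239 lower, and on thinned counts it was 588. The major urinary protein gene Mup18 (ENSMUSG00000078674, chromosome 4, 61670177 to 61674136, minus strand), whose family has near-identical members and whose count is therefore uncertain, had 566 ± 614 normalised CPM with long and 17.2 ± 14.1 with short fragments (SD, n = 9 each; log2 fold change 4.63, SE 0.23, adjusted p 5.75e-13, in the same direction in every matched pair, as the naming rule required). Gm5641 and the snoRNA gene Gm22988 (ENSMUSG00000084708, chromosome 11, 69669635 to 69669778) were also higher with long fragments (log2 fold changes 2.15 and 2.14). Rps12-ps3 (ENSMUSG00000067038, chromosome 19, 59322290 to 59322783), Gm10221 (ENSMUSG00000067719, chromosome 5, 24581554 to 24581862) and Gm12338 (ENSMUSG00000081485, chromosome 11, 75599763 to 75599954) had 0 counts in all 9 long-fragment libraries and were at least 62.2-, 55.9- and 56.4-fold lower.

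Within methods, long against short fragments changed 8084 genes in polyA libraries (3977 higher, 4107 lower), 226 in pull-down libraries (168 higher, 58 lower) and 2785 in digestion libraries (1365 higher, 1420 lower). The pull-down count was limited by the low-depth library. Without it, which was an alternative added after the data were seen, the count was 5414. The interaction test, which asks whether the length effect differs between methods, gave 2542 of 14454 genes (edgeR adjusted p under 0.05). Without the low-depth library it gave 5511, of which 2539 were among the 2542.

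**Figure D4:**
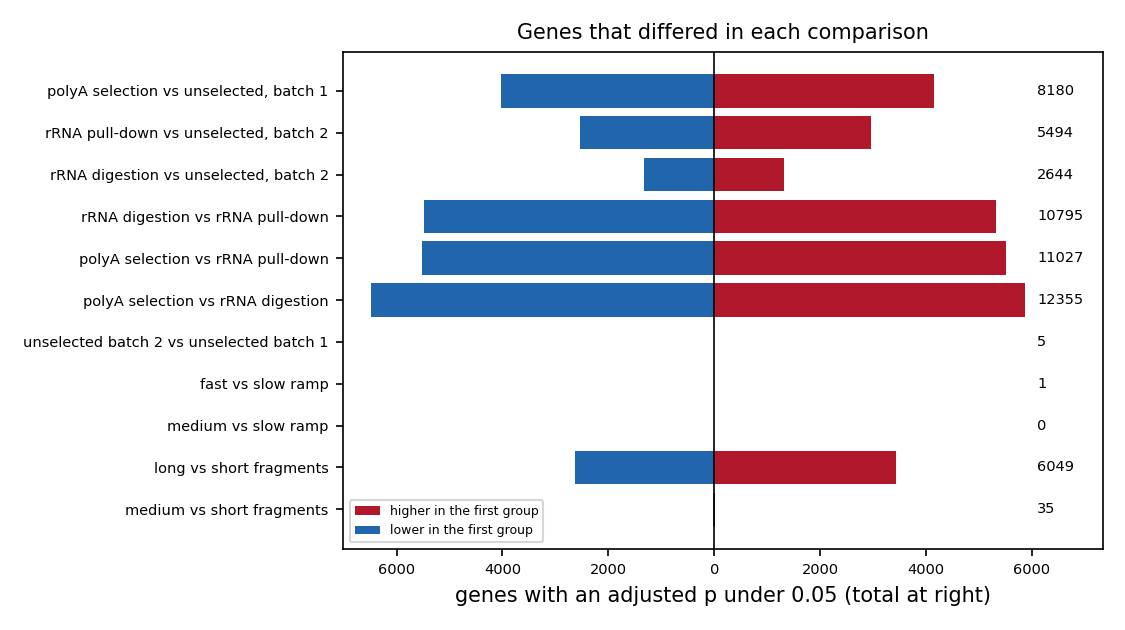
Number of genes with an edgeR adjusted p under 0.05 in each comparison made over whole groups of libraries, with genes higher in the first-named group to the right and genes lower to the left (x axis, genes) and the total printed at the right. Selection method comparisons give 2644 to 12355 genes, long against short fragments 6049, and the batches and the ramp rates compared over all methods at most 5. Comparisons within a method are not drawn.

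Whether these effects followed known properties of the transcripts was measured in the 9 matched pairs. The log2 ratio of long over short fragments had a mean Spearman rho of -0.00859 ± 0.101 with transcript length across 14407 genes, which are not independent replicates (SD over 9 pairs, above 0 in 5; exact sign-flip p = 0.770, adjusted p = 0.770 over 2 relations). The values were 0.0828 to 0.117 in the polyA pairs, -0.0206 to 0.0298 in the pull-down pairs and -0.144 to -0.110 in the digestion pairs. With Pearson's r the mean was 0.0628 with an adjusted p of 0.00781 (exact sign-flip test over 9 pairs). The log2 ratio of fast over slow ramp had a mean rho of 0.0661 ± 0.314 with GC content (range -0.502 to 0.454, above 0 in 4 of 9 pairs, exact p = 0.582, adjusted p = 0.770).

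The single heart library gave the scale of a tissue difference, without a test. Of 16768 genes compared, 7398 ± 8.08 differed at least 2-fold between it and an unselected liver library of the same batch (mean and SD over 3 liver libraries). The same count was 923 ± 11.5 between unselected liver libraries within batch 1, and 974 ± 51.1 between batches. The slow-ramp, medium-length liver library of polyA selection differed from the unselected libraries in 3961 ± 68.5 genes, that of pull-down in 2547 ± 29.1 and that of digestion in 2425 ± 99.5 (SD over 3 unselected libraries each). Between the heart library and the polyA liver library, where tissue and method differ together, the count was 9725. Requiring 4-fold, the tissue count was 3752.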

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

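The tests of the digestion library, of the length interaction, of the relation between fragment length and GC content, and every count of other splits of the libraries were chosen only after the results were seen. The other tests in this part were written before. Comparisons, named-gene rules and most alternatives were set before the data were examined. In the 27 combinations of group and measure tested for a library far from the others, 6 values stood out, where about 1 in 20 arises by chance (1.35 expected). Of these, 5 belonged to the pull-down library with a slow ramp and long fragments.

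That library had 1.13 M counts, against 23.4 to 39.2 M in the other 8 pull-down libraries. Its histone share was 0.0655% (95% Wilson interval 0.0610 to 0.0704%; others 0.0147 to 0.0333%), its small structured RNA share 11.5% (11.5 to 11.6%; others 6.73 to 9.10%) and its share of genes typed as rRNA 12.7% (12.7 to 12.8%; others 0.00866 to 0.0216%). Its similarity to the unselected libraries was 0.932 (others 0.963 to 0.972). Low depth alone was tested by thinning the other libraries to its total. Its rho with the mean of the others was 0.948, below their range of 0.963 to 0.972, so depth alone did not account for its profile. Reads like those of unselected libraries were tested with Lars2, a gene that held 8.68% of the counts in unselected batch 2. The Lars2 share predicted from its CT010467.1 share was 1.56% and the observed share was 2.05%, a ratio of 1.31, which met the limit of 1.5. Incomplete removal of rRNA, or mixing with unselected material, may therefore account for the rRNA share, and the test does not separate the 2. It does not account for the small RNA share, which was 0.683% in unselected batch 2. No biological explanation was tested, since all liver libraries came from 1 RNA sample.

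The digestion library with a fast ramp and medium fragments had 0.851% of its counts in genes typed as rRNA (95% Wilson interval 0.847 to 0.855%), against 0.170 to 0.398% in the other 8 digestion libraries. Its Lars2 share was 0.0361%, against 0.00862 to 0.0166% in the others. Reads like those of unselected libraries would have given 0.105%, and the ratio of observed to predicted was 0.345, outside the limit of 1.5-fold. Its ratio of Lars2 to CT010467.1 was 0.0425, within 0.0366 to 0.0508 in the other digestion libraries. Less complete removal of rRNA may therefore account for the value, and an admixture of unselected material alone does not. No biological explanation was tested.

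The effect of fragment length differed between methods in 2542 of 14454 genes by the interaction test (edgeR, adjusted p under 0.05). Without the low-depth library the count was 5511, and without rRNA genes and Lars2 it was 3358, so neither the library nor the rRNA counts produced it. In 5 of 100 splits of the libraries the count was as large, with up to 6361 genes in another split. The 5 include the real grouping, and the share lies at the limit of 0.05. These splits moved the length labels freely within each method and ramp rate, so they also broke up any length effect common to the methods. That can itself create differences between methods, so the splits cannot decide whether the interaction is apart from an arbitrary grouping. Splits were not counted for the fit without the low-depth library or for DESeq2, which gave 4417 genes. No biological explanation was tested.

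The other differences between methods were noticed because all 3 pairs of one method moved one way and all 3 pairs of another the opposite way, and the differences themselves were not tested. Such patterns were found in 5 of 54 comparisons checked. Long against short fragments changed the number of genes detected by -52.0 in polyA and -330.0 in pull-down libraries but by 51.3 in digestion libraries, differences of -103 and -381. They changed the similarity to unselected libraries by 0.00893 in polyA, -0.0137 in pull-down and 0.00341 in digestion libraries, differences of 0.0226 (polyA against pull-down) and -0.0171 (pull-down against digestion). The 2 similarity differences and 1 of the gene differences involve the low-depth library, which is 1 of the 3 long pull-down libraries. Its removal changed the mean similarity effect over all methods from -0.000459 to 0.00380. No biological explanation was tested.

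The rho of the length effect with transcript length had a mean of 0.0979 in polyA and -0.131 in digestion pairs, a difference of 0.229 that was not tested. Transcript length and GC content had a rank correlation of -0.207 across genes. With GC content held fixed the difference was 0.101, under the limit set as less than 0.5 of the original. All 3 polyA values were then negative (-0.0696, -0.0667 and -0.0572), as were the digestion values (-0.176, -0.146 and -0.175). GC content may therefore account for the opposite signs, and a difference of 0.101 in size remained. Over the 8 pairs without the low-depth library, the log2 ratio of long over short fragments had a mean rho of -0.456 with GC content. Over all 9 pairs the range was -0.746 to 0.332 with 8 negative. The test left out the low-depth pair, whose sign was already known to differ, so it is not independent evidence. Means over all 3 pairs of each method were -0.694 in polyA, -0.270 in pull-down and -0.142 in digestion pairs. The pull-down mean includes the low-depth pair at 0.332, and the other pull-down pairs were at -0.528 and -0.614. No biological explanation was tested.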

How the results depend on the processing

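The counts of splits and 3 alternatives (leaving out the low-depth pull-down library, leaving out rRNA genes with Lars2, and nuclear rRNA genes by annotation type) were chosen only after the data were seen. All other alternatives were set in advance. For 19 counts of genes under 247 alternative values, 162 stayed within 1.5 times of the reported count and 85 did not. For 55 comparisons of measures, 209 of 260 values kept direction and side of the threshold, 13 became weaker, 10 stronger and 28 reversed. Weaker and stronger values kept their direction but lost or gained the threshold, whatever their size. For 83 pairs of named gene and comparison, 854 of 990 values kept both, 80 became weaker, 19 stronger and 37 reversed. Of these 37, 17 came under library totals, which moved the median of all genes too, so they do not show that the genes were unstable. Except where a value shows it, the cause was not tested.

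Requiring a 2-fold change gave 2152 genes (364 higher, 1788 lower) for polyA selection against unselected in place of 8180 (4146 higher, 4034 lower), 838 (214 higher, 624 lower) for pull-down in place of 5494 and 395 (143 higher, 252 lower) for digestion in place of 2644. It gave 1737 (1079 higher, 658 lower) for digestion against pull-down in place of 10795. For polyA selection it gave 2457 (655 higher, 1802 lower) against pull-down in place of 11027. Against digestion it gave 3369 (1062 higher, 2307 lower) in place of 12355. The batches gave 0 (5; 1426 at an unadjusted p under 0.05), long against short fragments 233 (6049), medium against short 16 (35) and the length interaction 249 (2542). Within methods, polyA ramp gave 7 (62), polyA length 534 (8084), pull-down length 131 (226), digestion ramp 11 (60) and digestion length 187 (2785).

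Library totals in place of TMM gave 14641 genes (14281 higher, 360 lower) for polyA selection, 14699 (14657 higher, 42 lower) for pull-down and 15151 (15109 higher, 42 lower) for digestion against unselected, where the main splits were 4146 to 4034, 2964 to 2530 and 1312 to 1332. The medians of all genes moved to 2.67, 2.31 and 2.85. The rRNA gene CT010467.1 held 72.9% and 70.6% of the counts in the unselected batches. Digestion against pull-down split 11417 to 1216 (main 5319 to 5476, median 0.55), polyA selection against pull-down 9046 to 3286 (main 5512 to 5515, median 0.32) and against digestion 3882 to 8484 (main 5867 to 6488, median -0.28). Long against short split 2031 to 4239 (main 3426 to 2623), and pull-down length gave 412 genes, 117 to 295 (main 168 to 58, median -0.18). The batches gave 1 gene (1 higher; main 2 higher, 3 lower), fast against slow ramp 2 and the length interaction 4517. Reversed under library totals were Kdm5d (2.38), Uty (0.75) and Ddx3y (2.35) after polyA selection; Kdm5d (2.25), Uty (2.01), Malat1 (1.27) and Rmrp ENSMUSG00000115420 (2.16) after pull-down. After digestion Kdm5d (2.72), Rn7sk (2.41), Ddx3y (2.79), Eif2s3y (2.80), Malat1 (2.49) and Rmrp ENSMUSG00000115420 (1.32) reversed, and between digestion and pull-down Kdm5d (0.47), Ddx3y (0.34), Eif2s3y (0.30) and Rmrp ENSMUSG00000088088 (0.23).

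RLE size factors gave 1 gene for the batches (0 higher, 1 lower) and split pull-down against unselected 2338 to 3011 and digestion 893 to 1686. DESeq2 split these 2038 to 2922 and 818 to 1576. It gave 18 genes for the batches, 5 for fast against slow ramp (4 higher, 1 lower; main 0 and 1), 66 for medium against short (18 to 48; main 6 to 29), 3 for the ramp interaction (main 0; 231 unadjusted) and 4417 for the length interaction. Within methods DESeq2 gave 223 for polyA ramp, 7 for pull-down ramp (main 0; 239 unadjusted), 1318 for pull-down length (774 to 544), 29 for digestion ramp (10 to 19; main 11 to 49) and 1060 for digestion length.

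Thinned to the smallest total, the comparisons with unselected gave 1748, 1092 and 251 genes, the methods 4575, 3867 and 5880, the batches 0 (664 unadjusted), fast against slow ramp 0 (312 unadjusted), long against short 588, medium against short 5, the length interaction 86 and pull-down length 66. Depth limits all of these counts. The 251 genes for digestion split 70 to 181 (main 1312 to 1332). Those for polyA selection split 868 to 880 and those for pull-down 536 to 556. Eif2s3y after polyA selection (-0.044), Kdm5d (0.48) and Uty (0.40) after pull-down, and Kdm5d (0.16) and Eif2s3y (0.15) after digestion reversed.

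With genes of any count, the batches gave 0 (1175 unadjusted), fast against slow ramp 3, medium against slow 4 (main 0; 640 unadjusted), medium against short 71 and pull-down ramp 2. Kdm5d after pull-down (0.050), Ddx3y (0.022) and Eif2s3y (0.037) after digestion reversed. With a mean count of at least 50, the batches gave 21 and medium against short 13. Without mitochondrially encoded genes the batches gave 2 and fast against slow ramp 3. Fitting only the groups compared gave 2392 for pull-down against unselected and 40 for the batches, and reversed Rmrp ENSMUSG00000088088 after digestion (-0.048). The difference of differences gave 5045 genes for polyA selection against pull-down and 7114 against digestion. With the replicate block the batches gave 96 genes, 4 of them among the 5. Same-numbered libraries had a mean correlation of deviations of -0.0295, so the numbers did not pair the libraries. The 0.0147 for different numbers is tied to that value and is no separate reference.

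Without the low-depth library the batches gave 2 genes, fast against slow ramp 4, medium against slow 1, medium against short 61, the length interaction 5511, pull-down ramp 19 and pull-down length 5414. Genes detected by polyA selection minus pull-down reversed to -140.4, and fast minus slow (-39.4) and long minus short (-100.6) passed the threshold. The mitochondrial share of fast minus slow reversed (-0.103 points) and that of long minus short passed (3.23). The histone share of digestion minus pull-down passed (0.0115) and that of long minus short reversed (-0.000449). The small RNA share of fast minus slow (0.159) and the similarity of fast minus slow (-6.66e-05) and long minus short (0.00380) reversed. Kdm5d (0.031), Rmrp ENSMUSG00000088088 (-0.030) and Rmrp ENSMUSG00000115420 (0.11) after pull-down, Eif2s3y after digestion (0.00067) and Rmrp ENSMUSG00000088088 between digestion and pull-down (0.058) reversed.

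Without rRNA genes and Lars2 the batches gave 0 genes (1086 unadjusted), fast against slow ramp 3 and medium against slow 1, and Kdm5d after pull-down reversed (0.0084). The share of the 100 highest genes against unselected was -0.0106 points for polyA selection, no longer past the threshold, and reversed for pull-down (4.58). The mitochondrial share reversed for digestion minus pull-down (1.15), polyA minus pull-down (1.12) and pull-down against unselected (-2.65), weakened for polyA selection against unselected (-0.953) and passed for long minus short (1.14). With that denominator the histone share of polyA selection against unselected reversed (-0.0191) and that of pull-down weakened (0.00934), and the small RNA share of digestion reversed (-0.718). The histone share of digestion minus pull-down was 0.000297 with it (adjusted p 0.980, exact sign-flip test). This alternative also left out mt-Rnr1 and mt-Rnr2, so its mitochondrial values cannot be assigned to nuclear rRNA.

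Without mt-Rnr1 and mt-Rnr2 the mitochondrial share reversed for digestion minus pull-down (1.63), polyA minus pull-down (1.61), polyA selection against unselected (2.99) and digestion against unselected (2.90), and passed for long minus short (0.995). With nuclear rRNA genes by annotation type the share reversed for digestion minus pull-down (-1.08), polyA minus pull-down (-1.22), fast minus slow (-1.36; adjusted p 1, 1 and 0.741, exact sign-flip tests over 9 pairs) and digestion against unselected (-70.3), and passed for polyA selection (-72.7) and pull-down (-69.2) against unselected. The first 3 means rest on the low-depth library, at 12.7%. The other 8 pull-down libraries had 0.00866 to 0.0216%, below the digestion (0.170 to 0.851%) and polyA libraries (0.154 to 0.269%).

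A minimum of 1 count reversed genes detected for polyA minus pull-down (-86.8), and long minus short passed (-147). A minimum of 3 counts weakened polyA minus pull-down (75.9). At full depth that difference was 700.7 and pull-down against unselected 2582, and neither passed the threshold any longer. Fast minus slow then reversed (832). For the 10 highest genes polyA minus digestion (-0.819) and fast minus slow (-0.113) reversed and long minus short (2.47) no longer passed the threshold. Without mitochondrially encoded genes the share of the 100 highest genes reversed for fast minus slow (-0.873) and weakened for long minus short (1.22). The unmatched test of long minus short (2.20) also weakened. With a denominator without mitochondrially encoded genes the small RNA share of fast minus slow reversed (0.110). Pearson's r weakened the similarity of polyA minus pull-down (-0.0209) and reversed the relation of the length effect with transcript length (0.0628). Genes with a mean count of at least 50 reversed the similarity of long minus short (0.00732). The 4-fold count for heart against liver was 3752 (main 7398).

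Across fits that each left out 1 library, the counts ran from 7347 to 7376 (polyA selection against unselected), 4702 to 4846 (pull-down), 1724 to 2137 (digestion), 4 to 13 (batches), 0 to 512 (polyA ramp), 6988 to 7820 (polyA length), 0 to 19 (pull-down ramp), 38 to 5414 (pull-down length), 44 to 63 (digestion ramp) and 1916 to 2298 (digestion length). The histone share of pull-down against unselected ran from 0.0268 to 0.0270 and no longer passed, with 2 unselected libraries left. The nuclear rRNA share of pull-down ran from -8.64e-06 to -3.65e-06. Kdm5d (-0.0093 to 0.0019) and Rmrp ENSMUSG00000115420 (-0.22 to 0.077) after pull-down, and Ddx3y (-0.088 to 0.027) and Eif2s3y (-0.062 to 0.020) after digestion changed sign.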

Other observations

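The tests of Lars2 rank, of Y-linked genes and Xist, of the mt-Rnr2 ratio, of transcript length in the digestion libraries, of globin genes against lists of 4 genes, of pseudogenes with the sharing genes held fixed and all counts of splits were chosen only after the results were seen. The other tests were written before.

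Lars2 (chromosome 9, 123366927 to 123462666), a protein-coding gene, held 7.99% ± 0.167 and 8.68% ± 0.143 of the counts in unselected batches 1 and 2 (SD, n = 3 each). It held 0.0172% ± 0.00365 after polyA selection and 0.0148% ± 0.00836 after digestion (SD, n = 9 each), 0.00104 to 0.00212% in 8 pull-down libraries and 2.05% in the low-depth pull-down library (95% Wilson interval 2.02 to 2.07%), where CT010467.1 held 12.7%. Sequence shared with annotated rRNA genes was tested by aligning its transcripts to 309 rRNA transcripts. The best-scoring match was 16 bases, far under the 100 required. A longer match with a lower score was not looked for. The longest annotated transcript of CT010467.1 had 1849 bases, so rRNA sequence outside the annotation was not searched. A second test asked whether Lars2 was among the 2 protein-coding genes that fell most in each method. Its ranks were 6, 5 and 4 of 13402, so the condition was not met. That condition was stricter than removal with rRNA requires, and its log2 fold changes were -9.50, -9.70 and -9.63, so the test does not rule such removal out. No biological explanation was tested.

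The globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt had log2 fold changes of -7.38, -6.47, -5.64 and -5.63 after digestion, against 0.09 to 0.49 after polyA selection and 0.28 to 0.75 after pull-down. Short transcripts were tested against 1206 genes of 300 to 1000 bases, where the globin median of -6.06 lay at the 0.912 percentile of single genes. Of 10000 lists of 4 such genes, 0 had a median as low (percentile 0, lowest median -3.65), so length alone did not account for the fall. The test of blood cell RNA with erythroid genes had too few genes, since 6 of 15 listed were tested, under the 80% required. Their median lay at percentile 87.57 of random lists. All liver libraries came from 1 RNA sample, and Hba-a1 had 52.1 ± 5.35 normalised CPM in unselected batch 2 (SD, n = 3), 70.9 ± 27 after pull-down and 0.3 ± 0.187 after digestion (SD, n = 9 each). A loss of blood cells before RNA isolation would have affected all of these and does not account for the fall. That the digestion probes also target globin RNA was not tested.

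The 50 genes lowest in pull-down libraries alone had a median log2 ratio of -1.55 to the lowest other group. Their best alignment scores to rRNA had a median of 29.2 against 28.3 in lists matched on expression (percentile 99.82), and their GC content a median of 53.6% against 48.8% (percentile 100). Transcript length did not differ (percentile 53.9). Sequence similarity to rRNA and GC content may each contribute and cannot be told apart here. The difference in score was small.

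Log2 fold changes against unselected libraries were correlated with transcript length, with a mean Spearman rho over 9 libraries of -0.585 after polyA selection, -0.416 after pull-down and 0.104 after digestion, each with the same sign in 9 of 9 libraries. With GC content the mean rho was 0.277 after polyA selection (above 0 in 8 of 9), 0.162 after pull-down (6 of 9) and 0.269 after digestion (9 of 9), so the sign was uniform in the digestion libraries alone. Genes are not independent replicates. The libraries of a method also share their unselected reference, so a uniform sign is not independent evidence. The size of rho between libraries without a change of method was not computed here.

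Pseudogenes made up 22 of 47 pairs of gene and comparison named by the rule, against 4.25% of tested genes. When the counts of each were summed with genes sharing at least 0.5 of its 31-base words, 15 of 22 pairs differed by less than 2-fold, and the median size of the log2 ratio went from 7.71 to 0.76. A sum with more abundant genes differs little whether or not counts moved, so that test does not show movement. Only 4 of 22 pairs would have had a 2-fold difference with the sharing genes held fixed, under the 5 required, and 0 of these 4 fell under 2-fold. They were Gm12895 after polyA selection and after pull-down (log2 ratios of the sums -7.70 and -7.68), Gm10222 between digestion and pull-down (1.66) and Gm5641 between polyA selection and pull-down (2.06). The gene sharing words with Gm12895 had a mean of at most 0.0018 normalised CPM, so movement to it does not account for these falls. For Gm10222 and Gm5641 the sharing genes were higher too, so movement alone does not give the change in the sum. It may still give part of the change in these 2 pseudogenes. The sharing genes were lower where the pseudogene was higher in 11 of 22 pairs. The other pairs cannot be told apart from movement of estimated counts between near-identical copies.

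The 4 Y-linked genes listed in advance were above 3 counts in 34 of 34 libraries, and Xist reached at most 0.402 CPM. A male animal is consistent with these values, and a mixture of male and female RNA is not, by the limit of 1 CPM. The labels give both sexes, in different fields.

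The mt-Rnr2 to mt-Rnr1 ratio was 6.06 ± 1.17 in pull-down libraries (lowest 3.19; SD, n = 9), 1.10 and 1.16 in the unselected batches, 1.19 in polyA and 0.349 in digestion libraries. It was higher in 9 of 9 pull-down libraries than in all 3 unselected libraries of the batch (exact permutation p = 0.00455, the smallest possible). Unequal removal of the 2 mitochondrial rRNAs may account for it. The mitochondrial gene mt-Nd6 (chromosome M, 13552 to 14070) had 143 and 153 normalised CPM in unselected batches 1 and 2, 91.0 after digestion, 12.4 after pull-down and 7.46 after polyA selection.

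The median size of rho between fast over slow log2 ratios and GC content was 0.117 in the 9 matched pairs and 0.0920 in the 6 pairs of unselected libraries, which share one ramp rate. Variation between libraries may account for trends of the median size. The range was -0.502 to 0.454 in the matched pairs, against -0.149 to 0.215 in the unselected pairs, and 4 of 9 matched pairs were larger in size than any unselected pair. The pair at -0.502 held the low-depth pull-down library. The 6 unselected pairs come from another preparation, so they cannot decide whether such variation covers these 4.

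For each count of genes, the groups were compared with other splits of the same libraries into groups of equal size. For each of the 3 methods against unselected and each of the 3 pairs of methods, 1 of 100 splits, the real one, gave as many genes. Other splits still gave up to 3496, 3633, 13, 8433, 10140 and 10602 genes, and why was not tested. The comparisons of polyA selection with the rRNA methods include any batch difference. For long against short fragments 2 of 100 splits gave as many genes, and for medium against short 1 of 100. For fast against slow ramp 25 of 100 gave as many, so the 1 gene found is no more than an arbitrary grouping gives. For medium against slow ramp (0 genes, 640 at an unadjusted p under 0.05) and the ramp interaction (0 genes, 231 unadjusted), 100 of 100 gave as many, as they must for a count of 0. For the 2 unselected batches, 2 of the 4 splits that part as many same-numbered libraries gave as many genes, and 5 of all 10. Within a method 10 splits exist, so the share cannot fall under 0.1. For ramp rate and length in polyA and in digestion libraries, and for length in pull-down libraries, 1 of 10 gave as many, and for ramp rate in pull-down libraries (0 genes, 239 unadjusted) 10 of 10.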
